A study of Mus musculus with 8 samples. Its data were reported in "ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis" (2024).

How the data were processed

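Bulk RNA-seq from 8 libraries of mouse bone marrow-derived monocytes under M-CSF and RANKL was analysed. The libraries formed 4 groups of 2: Arid1a control, Arid1a cKO, JQ1 control and JQ1. According to the deposited methods, the authors trimmed the reads with Cutadapt, aligned them to the mouse genome build GRCm39 with HISAT2 and counted reads per gene with HTSeq. The deposited tables hold raw counts per gene as whole numbers. They also hold FPKM, which the authors computed from the counts by gene length and by the total of each library. For the JQ1 experiment FPKM was computed here from the counts in the same way. The Ensembl release, the strand setting and the read filters are not given in the sources used here. Only bulk RNA-seq tables were analysed.

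The columns of the Arid1a table carry the sample names. The columns of the JQ1 table carry codes, which were read as untreated and treated from their names. The 2 libraries of each JQ1 group could not be tied to single samples, so they are called a and b. Library totals ran from 15108239 to 17302136 reads. A fold against a group with 0 reads used a floor of 3 reads over the group. The tables held 21958 genes, 51 of them without a symbol.

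Each experiment was fitted by itself with its own controls. Counts were filtered with filterByExpr, scaled with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 with robust dispersion, under R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of F. The difference between the responses was tested as an interaction in 1 fit over the 8 libraries. The biological coefficient of variation was 0.0874 for the Arid1a experiment, 0.0470 for the JQ1 experiment and 0.0704 for all 8 libraries. The reported fits were unpaired, because the replicate numbers carry no stated link between groups. A replicate block was run as an alternative. For JQ1 it used the numbers 1 and 2 in the column codes, which no label ties to the samples, and it was run after the other results were seen.

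Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists with at least 3 tested genes (24 lists in each experiment, 25 for the difference). The lists covered osteoclast genes, RANKL and NF-kB signalling, osteoclastogenesis inhibitors, interferon response, MHC class I and class II, cytokines and chemokines, macrophage markers, G2/M, DNA replication, p53 targets, BAF subunits, BET proteins with P-TEFb and *Myc*, V-ATPase, lysosome, oxidative phosphorylation, glycolysis, cholesterol synthesis, ribosomal proteins, markers of 8 other cell types and 2 lists of super-enhancer genes from the study's chromatin data. A matching symbol was found for 644 of the 728 genes of the full super-enhancer list, 53 of 54 interferon genes and 24 of 27 oxidative phosphorylation names, and for all but 1 of the B cell and 1 of the T and NK cell markers. The smaller super-enhancer list holds the genes shared by that list and the study's list of genes occupied by ARID1A. With the correlation estimated from the libraries, 0 of 24 lists passed in each experiment and 4 of 25 for the difference. The preset correlation gave 15, 13 and 12. With 2 libraries per group the estimated version of camera has little power. Even the interferon list had an unadjusted p of only 0.0444 after Arid1a loss and 0.0100 after JQ1. A list that did not pass with it is therefore not shown to be unchanged.

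The tests, the lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule takes 17 preset genes, the 8 called genes with the largest change in each direction with a mean of at least 10 CPM in a group and no overlap between groups, up to 4 tested members of each list by smallest p, and the 5 genes by smallest p in each direction for the difference. *Cxcl9*, *Irf1*, *S100a8* and the levels given for *Acod1* and *Spp1* within each experiment were picked after the values were seen. Some genes that the rule takes were not analysed here.

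Alternatives were DESeq2 1.42.0, limma-voom, limma-trend on FPKM, RLE and upper-quartile factors, no filter or a stricter filter, a replicate block, leaving out each library in turn, 1 fit over 8 libraries, a fold of at least 2 with adjusted or unadjusted p, fry, an estimated correlation and a stricter filter for the lists. Where 1 library of a group was left out, the lone library was assumed to vary like the others. Without 1 of the Arid1a controls the spread came from the cKO pair alone, the pair that differed least. A call gained in that way is therefore no support for a change. GC content was taken from the longest transcript of each gene, and gene length as deposited by the authors. Offsets for GC content and gene length were added after the results were seen. Their first version also recentred each library. It was replaced by a version that removes only the trend after its JQ1 split was seen, and both are reported. A change of sign between values that did not pass was counted as no change of result. Genes with fewer reads than the filter asks were given as reads with an exact binomial interval. The tests of KEGG pathways and the choice of figures came after the data were seen.

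The methods were tested on simulated counts with the depth and spread of these libraries and planted changes. In the Arid1a design 16.7% of 1.25-fold changes, 58% of 1.5-fold, 82% of 2-fold and 98% of 4-fold changes were found, in the JQ1 design 54%, 82%, 80% and 100%, and for the difference 2%, 42%, 81.3% and 93.9%. False calls made up 3.79%, 4.24% and 2.73% of the calls. A list planted at 0.5 log2 units came back at medians of 0.42, 0.50 and 0.50. Lists with no planted change did not pass. The simulated genes were independent, with the same spread in all groups and no trend with gene length. These rates therefore need not hold for the real libraries, where the Arid1a controls differed from each other more than the cKO pair. Figures and tables were made with python 3.11.15, matplotlib 3.10.9 and pandas 2.3.3.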

Results

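The data are gene-level RNA-seq counts from mouse bone marrow-derived monocytes grown towards osteoclasts, the multinucleate cells that resorb bone. All cultures received 50 ng/ml M-CSF (a growth factor that keeps monocytes alive) and 100 ng/ml RANKL (the cytokine that starts osteoclast differentiation). In 1 experiment, 2 control libraries were set against 2 libraries from *LysM-Cre;Arid1a* fl/fl cells (cKO), in which the Cre recombinase, active in myeloid cells, removes part of *Arid1a*. ARID1A is a DNA-binding subunit of the BAF chromatin remodelling complex. In the other, 2 wild-type control libraries were set against 2 libraries from cells given JQ1, a small molecule that displaces the BET proteins, a family of readers of histone acetylation, from acetylated chromatin. Each library held between 15108239 and 17302136 counted reads over 21958 genes. Levels are given as CPM (counts scaled to a common library size with TMM, which corrects for library composition), mean ± SD of 2 libraries, and changes as log2 fold change ± SE with n = 2 libraries per group.

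The JQ1 table names its columns by code only. The columns were read as untreated and treated from those names, so the direction of every JQ1 result rests on that reading. *Hexim1*, an inhibitor of the elongation factor P-TEFb whose transcript rises when BET proteins are blocked, was 0.99 ± 0.07 log2 units higher in the libraries read as JQ1 (adjusted p = 3.35e-24). The labels do not say whether replicates are separate animals or separate cultures. The study's supplement calls the Arid1a samples biologically independent but does not say what separates them. The p-values therefore measure only the spread between these samples.

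*Arid1a* itself (ENSMUSG00000007880, chromosome 4:133406319-133484080, minus strand, GRCm39) was counted at 2616 and 3554 reads in the control libraries and at 2031 and 1888 reads in the cKO libraries. The level fell by 0.65 ± 0.15 log2 units, from 194 ± 49.1 to 123 ± 3.33 CPM (adjusted p = 0.00607). The gene count is a weak check of the deletion. The removed exons 5 and 6 (4:133423227-133423467 and 4:133422883-133422972) make up 3.72% to 4.45% of the transcript, so a transcript without them is still counted. The size of the fall also depended on the control used: it was 0.89 without control 1 and 0.37 without control 2. *Arid1b*, which encodes the alternative subunit at the same position of the complex, rose by 0.63 ± 0.14. After JQ1, *Arid1a* was unchanged by the test (0.06 ± 0.06, adjusted p = 0.434).

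After Arid1a loss some osteoclast genes fell, while others rose or did not pass. *Mmp9*, a matrix metalloproteinase secreted at the resorbing surface (2:164782700-164797770), fell by 3.29 ± 0.11, from 184 ± 5.44 to 18.8 ± 0.383 CPM. *Dcstamp* (15:39609326-39624334), needed for fusion of precursors, fell by 2.02 ± 0.28, *Ctsk* (3:95406567-95416673), the main collagen-degrading protease of osteoclasts, by 0.65 ± 0.12, and *Ocstamp* (2:165235680-165242325), a second fusion gene, by 0.68 ± 0.21. *Nfatc1* (18:80649420-80756286), the transcription factor that drives osteoclast genes, went from 157 ± 27.9 to 134 ± 1.48 CPM and did not pass (-0.23 ± 0.12, adjusted p = 0.168). *Acp5* (9:22038023-22047007), which encodes tartrate-resistant acid phosphatase, did not pass either (0.17 ± 0.13, adjusted p = 0.348). By edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment, the adjusted p was 8.35e-08 for *Mmp9*, 3.38e-04 for *Dcstamp*, 0.00218 for *Ctsk* and 0.0303 for *Ocstamp*. *Ctsk* lost its call without cKO 2 (adjusted p = 0.0548, the highest of its alternatives, down to 6.53e-11 without control 2), and *Ocstamp* lost it under DESeq2 (0.0761) and without control 1, cKO 1 or cKO 2 (0.0992, 0.137 and 0.110, against 0.00584 without control 2). Without control 1 the change was -0.40 for *Nfatc1* and 0.35 for *Acp5*, and without control 2 it was -0.04 and 0.01. With offsets for GC content and gene length *Nfatc1* passed as lower (-0.30, adjusted p = 0.00806, and -0.34, 0.00308 with recentring), and *Acp5* as higher without recentring (0.28, adjusted p = 0.0425).

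Over the 21 tested osteoclast genes, 5 were higher and 7 lower. *Jdp2*, an AP-1 family factor of the RANKL response, fell from 326 ± 12.9 to 147 ± 2.43 CPM, whereas *Cd109*, a surface protein, rose by 1.83 ± 0.14. The largest rise in the list was 2.19. It was also the largest in the list of megakaryocyte markers, which shares a gene with the osteoclast list. The list median was -0.00 and its mean -0.22, and the list did not pass camera, which compares the genes of a list with all others (adjusted p = 0.0806). It passed the fry test, which asks whether the list moves 1 way without a comparison with other genes (adjusted p = 0.0306), and its other alternatives ran from 0.0555 to 0.405. *Cited2* (10:17598966-17601422), a transcriptional co-regulator, did not move (0.05 ± 0.10). *Rab38* (7:88079481-88140780), a small GTPase, was counted at 5 reads in the controls and 11 in the cKO libraries, a ratio of 2.21 (95% interval 0.709 to 8.13, counting error only).

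**Figure D1:**
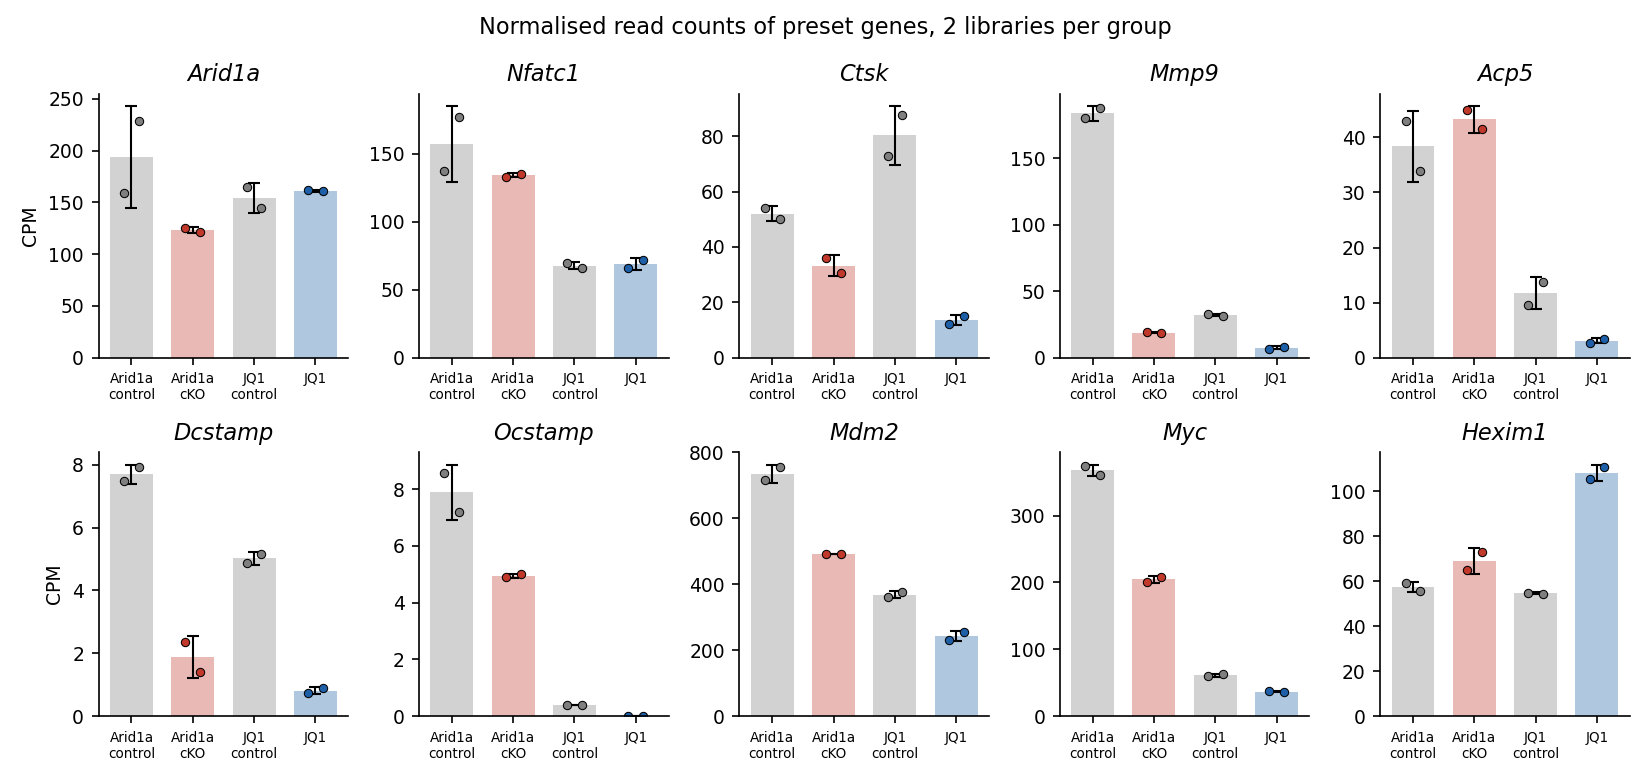
Levels of 10 genes fixed before the data were examined, in CPM. Bars are means of 2 libraries, whiskers 1 SD and points single libraries.

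Interferon response genes rose almost as a whole after Arid1a loss. Of 53 tested, 52 were higher and 0 lower, with a median of 1.91. *Ifit2* and *Ifit1*, which block translation of viral RNA, rose by 2.76 ± 0.11 and 2.50 ± 0.11, the antiviral GTPase gene *Mx1* by 3.10 ± 0.13, and *Stat2*, which carries the interferon signal to the nucleus, by 2.10 ± 0.09. The 1 exception, picked out after the values were seen, was the chemokine gene *Cxcl9* (-0.91, adjusted p = 0.16). *Ifnb1* (4:88440262-88441011), which encodes interferon-beta, was counted at 2 reads in the controls and 13 in the cKO libraries, a ratio of 6.54 (95% interval 1.48 to 59.7, counting error only, with the reads of the 2 libraries pooled). That interval leaves out the variation between libraries, and no test of a change was made. The list passed camera with a preset correlation between genes of 0.01 (adjusted p = 2.67e-88), but not with the correlation estimated from these libraries (adjusted p = 0.267 with an estimated correlation). The controls were not alike on this list: control 1 lay above control 2 by a median of 0.39 log2 units.

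Genes for antigen presentation and inflammation moved the same way. In the MHC class I list 10 of 11 genes rose and 0 fell (median 0.88), among them *Nlrc5*, the activator of class I genes (1.22 ± 0.11), *H2-T23* (1.65 ± 0.16), and the peptide loading genes *Tap1* (1.19 ± 0.13) and *Tapbp* (1.07 ± 0.11). In the MHC class II list 6 of 8 rose (median 1.10), with *H2-Eb1* at 2.12 ± 0.34 and *H2-Aa* at 1.96 ± 0.29. Of 16 cytokine and chemokine genes, 8 rose and 3 fell. *Nos2*, the inducible nitric oxide synthase, rose by 3.31 ± 0.13 and the neutrophil attractant *Cxcl2* by 2.00 ± 0.14, while the monocyte attractant *Ccl7* fell by 2.35 ± 0.13. Camera gave adjusted p = 2.03e-07, 0.0103 and 0.0358 for the 3 lists, and adjusted p = 0.405, 0.405 and 0.447 with an estimated correlation. Without control 1 or control 2 the class II list (0.0994 and 0.179) and the cytokine list (0.0964 and 0.475) did not pass.

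Neutrophil markers rose beside the interferon genes. Of 12 tested, 10 were higher and 0 lower (median 2.17, adjusted p = 1.14e-07, and 0.267 with an estimated correlation). The granule genes *Ltf* and *Ngp* rose by 3.28 ± 0.28 and 2.28 ± 0.18, the calprotectin subunit *S100a9* by 2.50 ± 0.22 and *Lcn2* by 2.04 ± 0.26. The markers summed to 152 CPM in the controls and 268 CPM in the cKO libraries, of which *Mmp8* made up the largest part, and 8 of the 14 markers were above 1 CPM in the controls already. *Gata2*, the only testable gene of the mast cell and basophil list, rose by 2.38 ± 0.26, and *Itgax*, the only one of the dendritic cell list, by 0.94 ± 0.16. No B cell, T and NK cell or erythroid marker had enough reads to test.

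Monocyte and macrophage markers rose more often than they fell, 12 against 6 of 21 (median 0.40, adjusted p = 5.19e-04, and 0.405 with an estimated correlation). The fractalkine receptor gene *Cx3cr1* rose by 2.79 ± 0.09, the lipid carrier *Apoe* by 2.14 ± 0.10, the protease *Lgmn* by 1.61 ± 0.09, and *Adgre1*, which encodes the macrophage protein F4/80, by 1.47 ± 0.08. Lysosomal genes rose, 16 of 20 with 0 lower (median 0.40, adjusted p = 7.15e-06, and 0.405 with an estimated correlation), for example *Ctsd* (1.06 ± 0.10) and *Gaa* (1.02 ± 0.10), both hydrolases of the lysosome. Cholesterol synthesis genes rose in 11 of 19, 0 lower (median 0.40, adjusted p = 0.0152, and 0.405 with an estimated correlation), with the demethylase *Cyp51* at 0.69 ± 0.11 and the sterol sensor *Insig1* at 0.60 ± 0.11. Among 14 osteoclastogenesis inhibitors 7 rose and 1 fell (median 0.35, adjusted p = 0.0152, and 0.405 with an estimated correlation). *Arg1*, which breaks down arginine, rose by 1.80 ± 0.14, and the repressors *Id1* and *Bcl6* by 0.86 ± 0.13 and 0.65 ± 0.10. The inhibitor list did not pass without control 1 (adjusted p = 0.0552) nor the cholesterol list without control 2 (adjusted p = 0.0762).

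Genes that serve growth and energy supply fell. All 31 ribosomal protein genes were lower (median -0.72, adjusted p = 1.91e-12, and 0.452 with an estimated correlation). *Rps18* fell by 0.93 ± 0.12 and *Rps2* by 0.86 ± 0.11, both parts of the small ribosomal subunit. Summed, the list went from 14373 to 9043 CPM. Control 1 lay above control 2 on this list by a median of 0.32. Glycolysis genes fell in 11 of 15, 2 higher (median -0.33, adjusted p = 0.0224, and 0.452 with an estimated correlation). *Eno1* fell by 0.74 ± 0.09 and *Tpi1* by 0.60 ± 0.09, both glycolytic enzymes, and *Pfkfb3*, which speeds the pathway up, rose by 1.23 ± 0.12. Oxidative phosphorylation genes fell in 11 of 24, 0 higher (median -0.34, adjusted p = 0.00198, and 0.568 with an estimated correlation), such as *Uqcrfs1* of complex III (-0.55 ± 0.11). DNA replication genes fell in 8 of 20, 0 higher (median -0.31, adjusted p = 0.0103, and 0.545 with an estimated correlation), with the cyclin gene *Ccne2* at -0.51 ± 0.10 and *Rrm2*, which makes deoxynucleotides, at -0.46 ± 0.10. *Ccne2* did not pass without cKO 1 or cKO 2, *Rrm2* without cKO 2, and the glycolysis list without cKO 1 or cKO 2 (adjusted p = 0.0916 and 0.0596). By fry neither the ribosomal list (adjusted p = 0.0916) nor the oxidative phosphorylation list (0.13) passed. *Myc* (15:61857240-61862223), a driver of growth genes, fell by 0.84 ± 0.08, and *Mdm2* (10:117524780-117546663), the ubiquitin ligase that restrains p53, by 0.58 ± 0.08 (adjusted p = 3.48e-05 and 3.70e-04).

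The study's own lists of super-enhancer genes, drawn from its chromatin immunoprecipitation data, rose. The study kept only genes that were transcriptionally active and does not say which data defined activity. The lists may therefore not be independent of these libraries. Super-enhancers are long clusters of enhancers with dense acetylated chromatin. Of 141 super-enhancer genes that are also in the study's list of genes occupied by ARID1A, 76 rose and 8 fell (median 0.36, adjusted p = 3.14e-09), for example *Nlrp1b*, an inflammasome sensor (1.83 ± 0.12), *Lgmn*, and the lipid transfer genes *Osbpl3* (1.47 ± 0.10) and *Pltp* (1.46 ± 0.10). Of 615 genes of the full super-enhancer list, 306 rose and 51 fell (median 0.30, adjusted p = 6.18e-10), among them the sialic acid receptor *Siglec1* (2.45 ± 0.10) and the ectonucleotidase *Entpd1* (3.20 ± 0.14), while the protease inhibitor *Timp2* fell by 1.95 ± 0.10. Both lists had adjusted p = 0.262 with an estimated correlation.

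The other lists did not pass camera after Arid1a loss. In RANKL and NF-kB signalling 7 of 24 genes rose and 3 fell (adjusted p = 0.453): *Tnfrsf11a*, the receptor for RANKL, rose by 0.54 ± 0.09 and the kinase *Map3k14* by 1.01 ± 0.11, while *Ikbkg* fell by 0.67 ± 0.11 and the AP-1 gene *Fosl2* by 0.63 ± 0.12. G2/M genes had 2 up and 3 down of 18 (adjusted p = 0.68), p53 targets 2 up and 3 down of 13 (0.405, but 0.0317 by fry), BAF subunits 5 up and 2 down of 24 (0.862), and V-ATPase subunits 2 up and 1 down of 16 (0.862). The list of BET proteins, P-TEFb and *Myc* had 0 up and 1 down of 10 (0.68, median 0.09 and mean -0.01). Megakaryocyte markers, a list that shares a gene with the osteoclast list, had 1 up of 3 (0.692). Stromal and osteoblast markers had 2 down of 6 (0.361, median -0.09 and mean -0.97). *Brd9* (13:74085930-74109014), *Spi1* (2:90912735-90946101), which encodes the myeloid factor PU.1, and *Hexim1* (11:103007057-103010551) did not pass (0.02 ± 0.11, 0.20 ± 0.09 and 0.27 ± 0.11, with adjusted p = 0.907, 0.120 and 0.0833). *Spi1* and *Hexim1* passed as higher with offsets for GC content and gene length (0.29 and 0.31, adjusted p = 0.00124 and 0.0128). With recentring they also passed (0.25 and 0.27, adjusted p = 0.00357 and 0.0269).

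Adjusted over the list alone, the counts of higher and lower genes after Arid1a loss became 13 and 7 for macrophage markers, 17 and 0 for lysosomal genes, 0 and 11 for DNA replication, 0 and 12 for oxidative phosphorylation, 2 and 12 for glycolysis, 4 and 3 for p53 targets, 2 and 2 for G2/M genes, 1 and 1 for V-ATPase subunits, 1 and 1 for megakaryocyte markers, 83 and 8 for super-enhancer genes also occupied by ARID1A and 328 and 57 for all super-enhancer genes. In the other lists they were equal to those over all genes tested.

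Among genes with at least 10 CPM in a group and no overlap between groups, the largest falls included, beside *Mmp9*, those of *Eef1a2*, a translation elongation factor (-6.05 ± 0.32), *Zfp462*, a zinc finger gene (-4.53 ± 0.44), *Emp2*, a membrane protein gene (-3.85 ± 0.13), the serpin *Serpinb9b* (-3.84 ± 0.27), *Tmem26* (-3.73 ± 0.19), the phospholipid transporter *Abcb4* (-3.22 ± 0.14) and the betaine transporter *Slc6a12* (-3.08 ± 0.24). Under the same limits, the largest rises included those of *Gm4951* and *Iigp1*, interferon-inducible GTPase genes (5.23 ± 0.26 and 4.46 ± 0.21), *Rasgrp1*, a Ras activator (4.50 ± 0.26), *Cd83*, a marker of activated antigen-presenting cells (4.44 ± 0.34), *Ly6i* (4.19 ± 0.22), *H2-Q7* (4.04 ± 0.34) and *Cd34* (3.88 ± 0.18). Counts of genes in near-identical families, such as *Ly6i*, *H2-Q7*, *Gm4951* and *Serpinb9b*, are uncertain because reads can match more than 1 copy.

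By the edgeR test 3892 of 11319 genes passed after Arid1a loss, 2047 higher and 1845 lower, of which 635 and 367 changed at least 2-fold. The count moved with the libraries used, from 2235 without cKO 1 or cKO 2 to 6083 without control 2. On FPKM (reads scaled for gene length and library size) with limma-trend, which also changes the test and the filter, 1535 were higher and 2179 lower, so the share that was higher went from 52.6% to 41.3%. Upper-quartile factors in place of TMM gave 1800 higher and 2300 lower (43.9% higher). The 2 controls differed from each other more than any other pair: the variance of their counts was 16.9 times that of counting noise (chi-square per degree of freedom), against 2.67 to 3.96 in the other groups. The difference followed gene length, with the shortest 1132 genes at a median of 0.22 and the longest 1132 at -0.25 (control 1 over control 2).

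**Figure D2:**
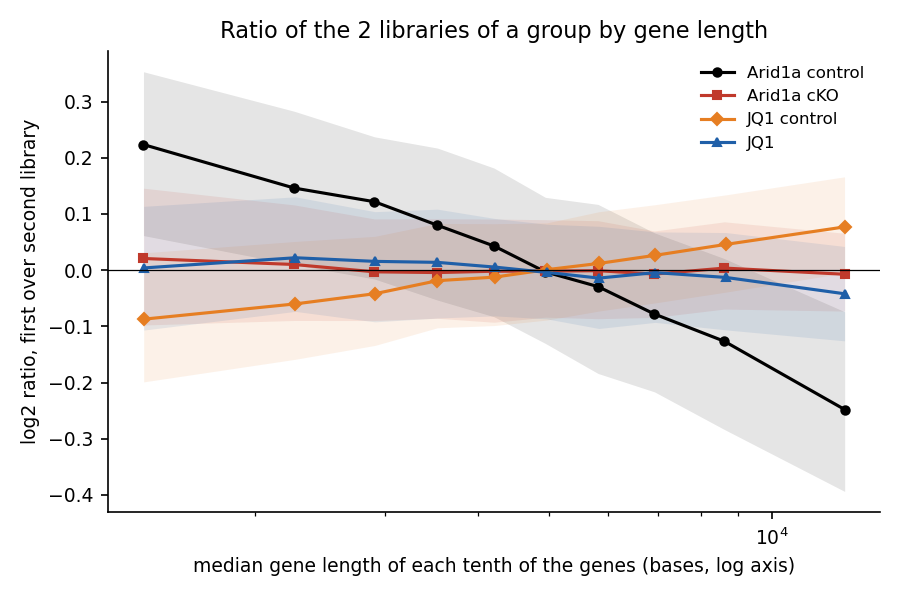
Log2 ratio of the 2 libraries of each group by gene length, as medians of 10 equal parts of the tested genes, with the interquartile range shaded.

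JQ1 also lowered several osteoclast genes. *Ctsk* fell by 2.56 ± 0.10, from 80.3 ± 10.6 to 13.5 ± 1.86 CPM, *Mmp9* by 2.10 ± 0.14, from 31.8 ± 0.888 to 7.37 ± 0.986 CPM, *Dcstamp* by 2.61 ± 0.36 and *Acp5* by 1.92 ± 0.21. *Slc9b2*, a sodium-proton exchanger of osteoclasts, fell by 2.38 ± 0.26. *Nfatc1* stayed level, at 67.6 ± 2.57 and 69.0 ± 4.57 CPM (0.03 ± 0.08, adjusted p = 0.789). *Ocstamp* was counted at 12 reads in the controls and 0 after JQ1, at least 4.03-fold lower with a floor of 3 reads over the group. The 95% interval of the ratio sets a weaker bound, from 0 to 0.357 (counting error only, with the reads of the 2 libraries pooled). By edgeR with Benjamini-Hochberg adjustment, the adjusted p was 1.49e-43 for *Ctsk*, 1.33e-28 for *Mmp9*, 7.32e-10 for *Dcstamp* and 8.96e-14 for *Acp5*. Of 21 tested osteoclast genes 13 fell and 2 rose (median -0.37, adjusted p = 7.68e-06, and 0.352 with an estimated correlation). The median was -0.52 without control a, -0.21 without control b and -0.20 when offsets for GC content and gene length also recentred each library. *Cited2* and *Rab38* did not pass (-0.01 ± 0.07 and -0.08 ± 0.63).

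Interferon response genes fell after JQ1, the reverse of their move after Arid1a loss. Of 52 tested, 51 were lower and 0 higher, with a median of -2.47. *Rtp4* and *Oasl2*, both induced by interferon, fell by 3.40 ± 0.09 and 3.39 ± 0.08, and the RNA sensor gene *Oas2* by 2.58 ± 0.08. *Irf7*, the factor that amplifies interferon production, fell from 115 ± 2.45 to 14.4 ± 0.543 CPM. The exception, picked out afterwards, was *Irf1* (-0.21, adjusted p = 0.11). *Ifnb1* had 0 reads in all 4 libraries. Camera gave adjusted p = 1.24e-122, and 0.241 with an estimated correlation. The summed level of the list went from 3900 to 1202 CPM, against 3341 to 11518 CPM after Arid1a loss.

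MHC genes and chemokines also fell. In the class I list 9 of 11 were lower (median -0.54, adjusted p = 2.26e-04, and 0.352 with an estimated correlation), with the immunoproteasome subunit *Psmb10* at -1.07 ± 0.09 and *H2-T23* at -0.76 ± 0.07, whereas *H2-D1* rose by 0.40 ± 0.05. In the class II list 6 of 8 were lower (median -1.10, adjusted p = 0.00266, and 0.469 with an estimated correlation), for example *H2-Aa* (-1.54 ± 0.20) and *H2-DMb1* (-0.88 ± 0.14). Of 13 cytokine and chemokine genes 6 fell and 2 rose (median -0.53, adjusted p = 1.01e-04, and 0.461 with an estimated correlation). *Il1rn*, the natural blocker of interleukin-1 signalling, fell by 3.02 ± 0.07, *Ccl12* by 1.97 ± 0.17 and *Ccl7* by 1.56 ± 0.07, while *Ccl4* rose by 1.10 ± 0.09.

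Markers of other cells fell beside them. Of 12 neutrophil markers 9 were lower and 0 higher (median -1.21, adjusted p = 1.17e-04, and 0.352 with an estimated correlation), such as *Mmp8* (-1.86 ± 0.11), the granule protease *Ctsg* (-3.04 ± 0.61) and *Mpo* (-1.92 ± 0.42). Of 8 stromal and osteoblast markers 7 were lower (median -1.53, adjusted p = 2.37e-05, and 0.352 with an estimated correlation), including the collagens *Col3a1* (-3.27 ± 0.31) and *Col1a1* (-1.20 ± 0.15) and the matrix protein *Sparc* (-1.56 ± 0.14). Summed, the neutrophil markers went from 97.7 to 38.6 CPM and the stromal markers from 85.7 to 35.1 CPM. The stem cell factor receptor *Kit*, the 1 testable mast cell gene, fell by 2.55 ± 0.35, and *Itgax* by 1.10 ± 0.17.

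Genes of the BET pathway and several lysosomal genes rose. In the list of BET proteins, P-TEFb and *Myc*, 6 of 10 rose and 1 fell (median 0.23, adjusted p = 0.00191, and 0.352 with an estimated correlation). *Brd2* rose by 1.02 ± 0.05, *Hexim1* by 0.99 ± 0.07, from 54.7 ± 0.374 to 108 ± 3.67 CPM, and the elongation gene *Aff4* by 0.28 ± 0.06, while *Myc* fell by 0.75 ± 0.09. *Brd9*, a bromodomain subunit of a BAF variant, did not pass (0.05 ± 0.09). *Spi1* fell by 0.21 ± 0.05 (adjusted p = 3.73e-04), a call lost when offsets for GC content and gene length also recentred each library (adjusted p = 0.0587). V-ATPase subunits, which pump protons, rose in 8 of 16, 0 lower (median 0.14, adjusted p = 0.00522, and 0.645 with an estimated correlation), with *Atp6v1a* at 0.36 ± 0.05. Lysosomal genes rose in 13 of 20 and fell in 3 (median 0.19, adjusted p = 0.00354, and 0.402 with an estimated correlation). *Ctsb* rose by 0.60 ± 0.04 and *Ctsd* by 0.56 ± 0.04, but *Ctss* fell by 0.55 ± 0.05, all cathepsins.

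Ribosomal protein, glycolysis and p53 target genes fell by small amounts. Of 31 ribosomal protein genes 24 were lower and 1 higher (median -0.23, adjusted p = 2.37e-05, and 0.645 with an estimated correlation), such as *Rps18* (-0.39 ± 0.05). Of 15 glycolysis genes 8 fell and 1 rose (median -0.16, adjusted p = 0.0108, and 0.65 with an estimated correlation), with lactate dehydrogenase *Ldha* at -0.46 ± 0.05 and *Eno1* at -0.42 ± 0.05. The glycolysis list did not pass with recentred offsets (adjusted p = 0.0564). By fry neither the ribosomal list (adjusted p = 0.0973) nor the V-ATPase list (0.0684) passed. Of 14 p53 targets 9 fell and 1 rose (median -0.27, adjusted p = 0.00257, and 0.469 with an estimated correlation): *Plk2*, a stress kinase, fell by 0.71 ± 0.06, the death receptor *Fas* by 0.78 ± 0.14 and *Mdm2* by 0.60 ± 0.05.

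The remaining lists did not pass after JQ1. In RANKL and NF-kB signalling 6 of 23 rose and 4 fell (adjusted p = 0.667), with *Fos* at -1.48 ± 0.09 and *Jun* at 0.27 ± 0.05, both AP-1 subunits. The inhibitors of osteoclastogenesis had 4 up and 4 down of 13 (0.368), with a median of -0.08 although camera ranked the list upwards: the receptor gene *Lilrb4a* rose by 0.83 ± 0.05 and *Irf8* by 0.41 ± 0.06, and *Rbpj* fell by 0.30 ± 0.05. Macrophage markers had 10 up and 8 down of 21 (0.0983, median 0.12 and mean -0.13): *Mertk*, which clears dead cells, rose by 1.00 ± 0.08 and *Apoe* by 0.87 ± 0.05, while the antibody receptor *Fcgr1* fell by 2.41 ± 0.11. G2/M genes had 1 up and 4 down of 18 (0.897), DNA replication genes 2 up and 4 down of 20 (0.474), BAF subunits 1 up and 1 down of 24 (0.768), oxidative phosphorylation genes 1 up and 10 down of 24 (0.12), cholesterol synthesis genes 1 up and 7 down of 19 (0.235), and megakaryocyte markers 1 up and 1 down of 4 (0.897). Of the super-enhancer genes also occupied by ARID1A 35 rose and 43 fell of 142 (0.381), with the semaphorin receptor *Plxna1* at -0.94 ± 0.05 and the potassium channel *Kcnn4* at -0.64 ± 0.06. Of all super-enhancer genes 200 rose and 165 fell of 615 (0.531, median 0.04 and mean -0.06): *Plek*, a protein kinase C substrate, rose by 1.36 ± 0.05, while the interferon-induced *Ifitm3* and *Ly6e* fell by 1.51 ± 0.05 and 1.20 ± 0.05.

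Some alternatives moved these lists. Macrophage markers passed by fry (adjusted p = 0.0280) and with offsets for GC content and gene length (0.0184, and 0.00390 with recentring), oxidative phosphorylation genes without control a (0.0354) and cholesterol synthesis genes without control b (0.0169). With recentred offsets the medians of the inhibitor, DNA replication and oxidative phosphorylation lists and of the list of super-enhancer genes also occupied by ARID1A turned from negative to positive. Adjusted over the list alone, the counts of higher and lower genes after JQ1 became 2 and 9 for MHC class I, 3 and 8 for cytokines, 13 and 4 for lysosomal genes, 1 and 9 for glycolysis, 1 and 26 for ribosomal proteins, 0 and 10 for neutrophil markers, 2 and 1 for megakaryocyte markers and 209 and 169 for all super-enhancer genes. In the other lists they were equal to those over all genes tested.

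Among genes with at least 10 CPM in a group and no overlap between groups, the largest falls after JQ1 included those of *Ifit3* (-4.09 ± 0.15), *Serpinb9b* (-3.55 ± 0.27), the nucleic acid sensor *Zbp1* (-3.44 ± 0.22), *Oasl1* (-3.43 ± 0.21), *Ifit1* (-3.42 ± 0.13) and the anchoring protein *Akap6* (-3.29 ± 0.22). The rises under the same limits were smaller, among them *Tspoap1* (2.20 ± 0.15), *Sesn3*, a stress-response gene (1.83 ± 0.16), *Mapk1ip1* (1.31 ± 0.18), *Nt5dc2* (1.30 ± 0.06), the histone gene *H2bc4* (1.24 ± 0.11), the cold-induced RNA-binding protein gene *Cirbp* (1.24 ± 0.12) and *Pbxip1* (1.24 ± 0.08). By the edgeR test 4516 of 11352 genes passed, 2188 higher and 2328 lower, of which 93 and 700 changed at least 2-fold. A fit over all 8 libraries passed 2973. The split moved with the setting: 48.5% of the changed genes were higher with TMM, 44.7% with upper-quartile factors, 36.8% on FPKM with limma-trend (1296 higher and 2223 lower), which also changes the test and the filter, and 67.7% when offsets for GC content and length also recentred each library (3630 higher and 1728 lower).

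**Figure D3:**
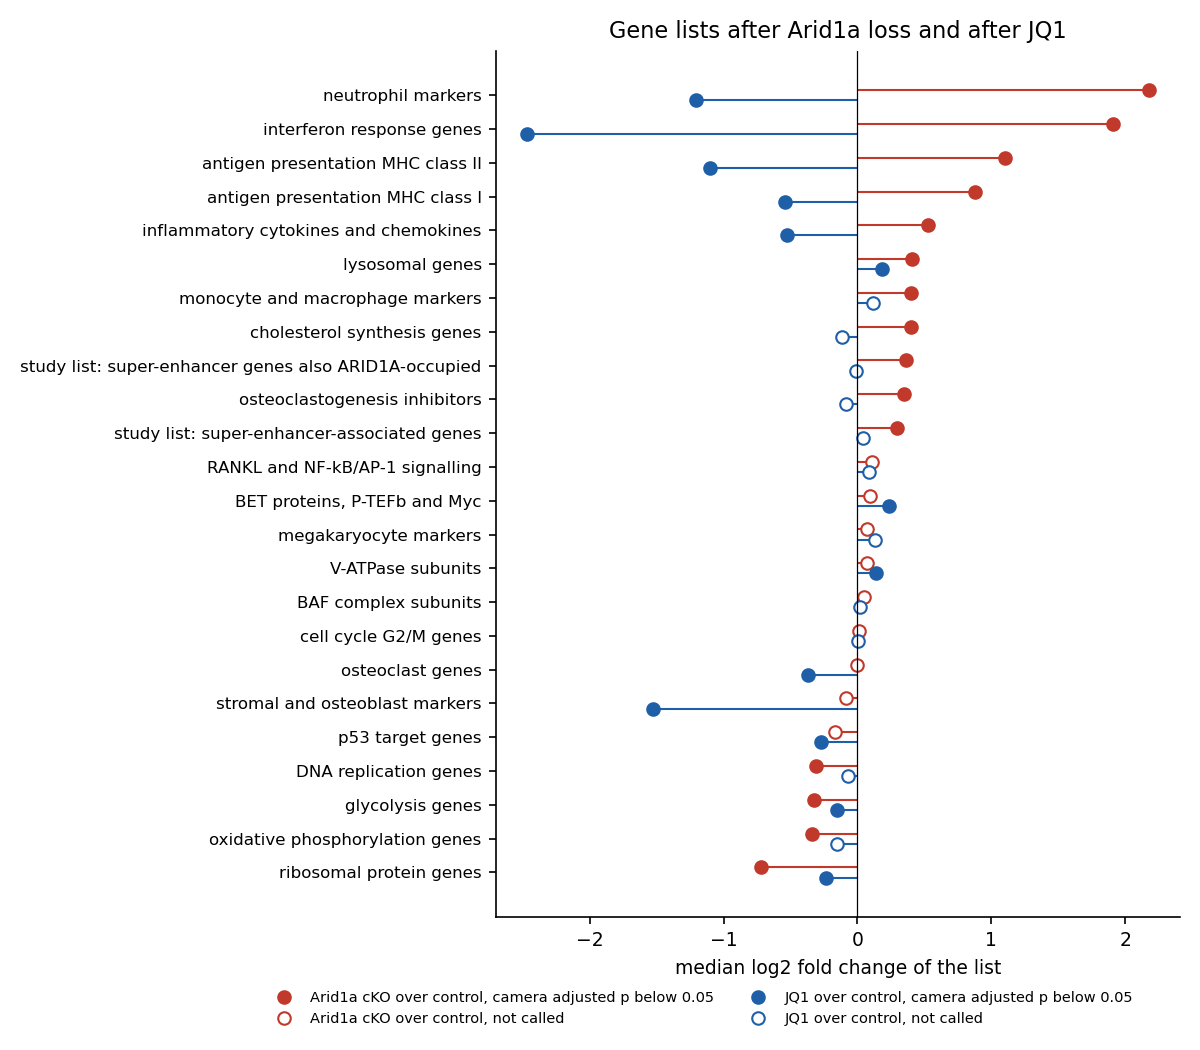
Median log2 fold change of each tested gene list after Arid1a loss and after JQ1. Filled points passed camera with the preset correlation.

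Set against each other, the 2 responses shared falls in *Mmp9*, *Dcstamp* and *Ctsk* and parted on interferon genes. *Ifit3* and *Ifit1* differed by 6.86 and 5.91 log2 units (Arid1a effect minus JQ1 effect, adjusted p = 4.19e-12 and 1.23e-12). *Acod1*, which makes itaconate in activated macrophages, rose by 2.32 after Arid1a loss and fell by 2.16 after JQ1. *Spp1*, which encodes the matrix protein osteopontin, went the other way, from 1475 to 191 CPM after Arid1a loss and from 2313 to 3582 CPM after JQ1. *Mmp9* fell further after Arid1a loss (difference -1.19, adjusted p = 2.48e-05), *Ctsk* and *Acp5* further after JQ1 (1.92 and 2.09, adjusted p = 5.67e-07 and 2.00e-05). The controls of the 2 experiments already differed. *Mmp9* stood at 180 and 188 CPM in the Arid1a controls and 32.5 and 31.2 in the JQ1 controls. *Acp5* stood at 43.0 and 33.9 against 9.63 and 13.8, and *Ctsk* at 53.9 and 50.1 against 72.8 and 87.8. Differences in response cannot be told apart from differences between the experiments. *Dcstamp*, *Nfatc1*, *Mdm2* and *Myc* showed no difference that passed (0.59, -0.26, 0.02 and -0.09). That of *Nfatc1* depended on the Arid1a controls: it was -0.43 without control 1 and -0.07 without control 2. In this test, an edgeR fit over all 8 libraries with each experiment set against its own control, 3333 of 11767 genes passed, and 2214 without JQ1 a.

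Over 10987 genes tested in both experiments, the 2 sets of fold changes had a Pearson correlation of -0.06 and a Spearman correlation of 0.121. Within the 1992 genes called in both, the correlations were -0.10 and -0.01. Genes lower in both numbered 672 against 361 expected if calls were independent, and genes higher in both 582 against 387. Genes higher after Arid1a loss and lower after JQ1 numbered 568 against 396, and genes with the opposite split 170 against 352. By Fisher's exact test with Benjamini-Hochberg adjustment these gave adjusted p = 1.37e-78, 1.72e-31, 1.02e-24 and 1.85e-36, with genes treated as if independent. The expected numbers take every gene as equally easy to call, so an excess need not mean a shared response.

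**Figure D4:**
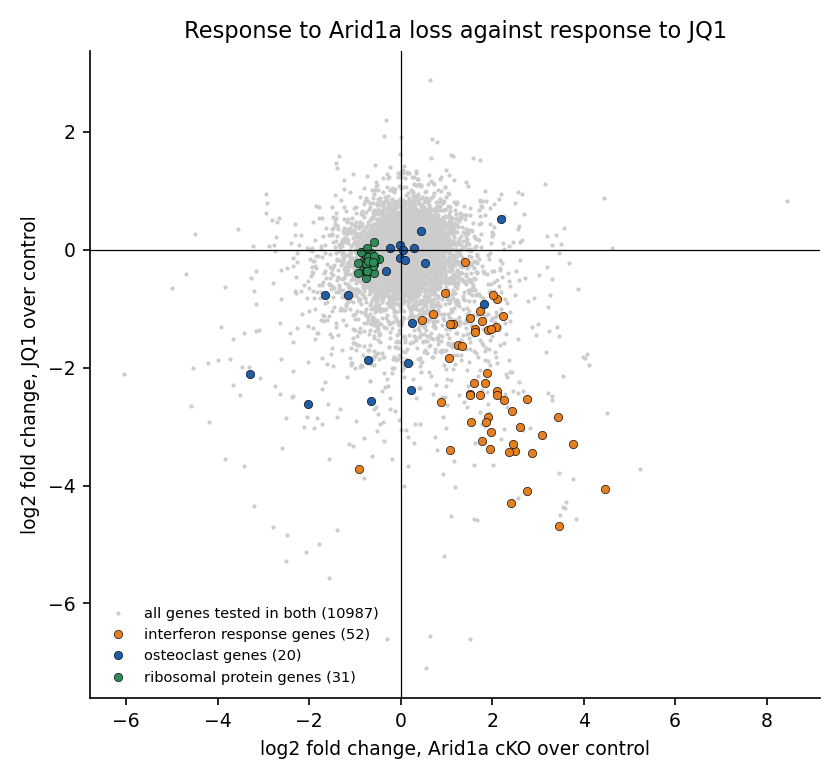
Log2 fold change after JQ1 against log2 fold change after Arid1a loss for genes tested in both, with interferon response, osteoclast and ribosomal protein genes coloured.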

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

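The test of the difference was planned before the data were examined, and the genes named last were picked by their p-values in it. Results are listed here because the effect of Arid1a loss and that of JQ1 differed in a direct test, an edgeR interaction over 8 libraries with Benjamini-Hochberg adjustment. Values are the Arid1a effect minus the JQ1 effect on the log2 scale, and 3333 genes passed.

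Of 25 lists, 12 passed camera. Medians above 0 were found for interferon response genes (3.98, adjusted p = 8.28e-209), neutrophil markers (3.25, 2.46e-11), MHC class II (2.30, 8.72e-05), cytokines and chemokines (1.58, 0.00159), MHC class I (1.20, 3.42e-10), macrophage markers (0.53, 0.0125), cholesterol synthesis (0.52, 0.00878), osteoclast genes (0.43, 0.0115), super-enhancer genes also occupied by ARID1A (0.39, 8.34e-09), all super-enhancer genes (0.28, 3.41e-07) and lysosomal genes (0.25, 0.0126). Ribosomal protein genes had a median of -0.47 (6.33e-06). The osteoclast median moved with the libraries used. It was 0.27 without Arid1a control 1, 0.26 without cKO 1, 0.27 without cKO 2 and 0.29 without JQ1 control a. Each of these fits tested 23 genes of the list. Without Arid1a control 2 the median was 0.43, with 22 genes tested as in the main fit. The shift can therefore not be tied to the Arid1a libraries. With an estimated correlation the interferon and neutrophil lists (adjusted p = 0.0295 each) and both super-enhancer lists (0.037 each) passed, and the others did not: osteoclast 0.178, MHC class I 0.186, MHC class II 0.186, cytokines 0.362, macrophage 0.291, lysosomal 0.41, cholesterol 0.41 and ribosomal 0.555. By fry 18 of the 25 lists passed, 11 of them among the 12 named here. The ribosomal list did not pass by fry (0.0763). Lists that camera did not call passed it, such as osteoclastogenesis inhibitors (0.00489). Macrophage markers did not pass without control 1 or control 2 of the Arid1a experiment, nor cytokines without control 2. Adjusted over the list alone, higher and lower genes numbered 52 and 0 of 53 for interferon response and 11 and 2 of 22 for osteoclast genes, against 51 and 0, and 10 and 2, over all genes tested.

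Among the preset genes that differed, *Acp5* stood at 2.09 (adjusted p = 2.00e-05), *Ctsk* at 1.92 (5.67e-07), *Spi1* at 0.41 (0.00590), *Mmp9* at -1.19 (2.48e-05), *Hexim1* at -0.72 (3.55e-04) and *Arid1a* at -0.72 (0.00866). *Ocstamp* had a fitted difference of 4.93 (0.0193), which is no bound, since the JQ1 libraries hold 0 reads of it. It did not pass without JQ1 a or JQ1 b, nor *Spi1* without cKO 2 (0.0552).

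Small p-values belonged to the interferon-induced genes *Ifit3* (6.86), *Ifit1* (5.91) and *Oas3* (3.86), to *Acod1* (4.48) and to *Il1rn* (4.02), all higher after Arid1a loss relative to JQ1. In the other direction they belonged to *Spp1* (-3.58), the transporter *Abcb4* (-3.29), *Emp2* (-3.21) and *Timp2* (-1.98).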

How the results depend on the processing

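The offsets for GC content and gene length were chosen after the results were seen. The other settings were planned, but the block for JQ1, the difference and the correlation was run after the other results were seen.

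Counts of changed genes after Arid1a loss ran from 2235 (without cKO 1 or cKO 2) to 6083 (without control 2), after JQ1 from 3251 to 3915 and for the difference from 2214 (without JQ1 a) to 4965 over the leave-one-out settings. A fold of at least 2 with unadjusted p left 1110, 859 and 1462 genes, and with adjusted p 1002, 793 and 1213. The fit over 8 libraries gave 2973 genes after JQ1. The replicate block gave 4400 genes after Arid1a loss (2336 higher and 2064 lower), and the cytokine list did not pass with it (adjusted p = 0.0589). With the numbers in the JQ1 column codes the block gave 4129 genes after JQ1 and 3330 for the difference, and a correlation of fold changes of -0.0596. It changed no other call of a list or of a gene named in the text. The deviations of libraries with the same number had a correlation of 0.0095 in the Arid1a experiment and -0.0210 in the JQ1 experiment. The cause of these shifts was not tested.

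With an estimated correlation, 0 lists passed after Arid1a loss and 0 after JQ1, and 4 for the difference. That version has little power with 2 libraries per group. For interferon response genes the adjusted p became 0.267 and 0.241, for osteoclast genes 0.352 after JQ1 and 0.178 for the difference. By fry osteoclast genes passed after Arid1a loss (0.0306).

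The correlation of the 2 sets of fold changes was -0.0822 with the stricter filter and ran from -0.0910 to -0.0369 without each replicate. *Cited2* after JQ1 turned from -0.01 to 0.15 with recentred offsets (adjusted p = 0.0427), under which the median of all genes was 0.0991.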

Other observations

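Further pathways came from tests of KEGG gene sets, chosen after the data were seen. These sets can share genes with the lists described above. After Arid1a loss, ribosome biogenesis genes fell (35 of 72 lower and 1 higher, adjusted p = 5.55e-06 by camera), as did spliceosome genes (48 lower and 2 higher of 124, 5.32e-05). Cell adhesion molecules rose (38 higher and 12 lower of 74, 4.23e-05), and so did the KEGG set for osteoclast differentiation, which holds many cytokine receptors and signalling genes (39 higher and 6 lower of 95, 1.67e-05). That rise stands beside the falls of *Mmp9*, *Dcstamp* and *Ctsk*. Of 291 sets tested none passed with an estimated correlation (osteoclast differentiation, adjusted p = 0.638).

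After JQ1, ECM-receptor interaction genes fell (22 lower and 7 higher of 45, adjusted p = 0.00281), as did proteasome genes (21 lower and 2 higher of 45, 0.00406) and cell adhesion molecules (36 lower and 7 higher of 72, 3.32e-05). Mineral absorption genes rose (15 higher and 2 lower of 25, 0.00123), and so did glycosaminoglycan degradation genes (7 higher and 1 lower of 15, 0.00376). Cell adhesion molecules therefore moved in opposite directions in the 2 experiments, as the MHC lists did. Whether MHC genes account for the move of this set was not tested. The result of the test of that difference is not given here. None of 290 sets passed with an estimated correlation (cell adhesion molecules, adjusted p = 0.795).

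Technical explanations were weighed for 3 patterns. The neutrophil tests of the interferon pattern and the check of the JQ1 columns by *Hexim1* were chosen after the results were seen. The bounds of the other tests were written before those tests were run, but the offsets for GC content and length were themselves added after the results were seen. The offsets used for the interferon list are the second version, adopted after the first, with recentring, had been seen (medians 1.93 and -2.34 with the first).

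Interferon response genes were higher after Arid1a loss and lower after JQ1. Gene length or GC bias is argued against, since the list median after offsets was 1.96 and -2.44, and so is a reversed reading of the JQ1 columns, since *Hexim1* was 0.99 higher in those read as JQ1. The first test of neutrophil RNA set the interferon median against that of the markers: after JQ1 the list fell further (-1.26, permutation p = 0.0101), but after Arid1a loss it did not rise further (-0.27, p = 0.202), which left that part open. The permutation shuffled genes between the lists as if they were independent, so its p-values leave out the spread between libraries. A second test, with a bound of 5% set after its values were seen, found that *S100a8* and *S100a9* changed by 0.342% and 0.213% of the change in summed CPM of the interferon list, under that bound. A change in interferon signalling in the studied cells stays a candidate explanation.

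Ribosomal protein genes were lower after Arid1a loss. The list lay 0.53 log2 units below genes matched for GC content, length and level (median difference -0.53). That argues against bias along these measures as the whole cause. Between the 2 controls, however, the list differed by a median of 0.32, against 0.15 for the tenth of genes with a median length of 2261 bases. The matching may therefore not capture the bias in full, and length or GC bias stays open. A single odd control is argued against too, with medians of -0.54 without control 1 and -0.87 without control 2. Reads shared with ribosomal pseudogenes were not tested and stay open, so that no biological cause can be named.

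The 2 Arid1a control libraries differed more than the other pairs. GC content and gene length explained 22.02% of the variance of their log2 ratio, over the bound of 20% set before, against at most 5.31% in the other pairs, so length or GC bias between the 2 libraries may account for part of it. Neutrophil RNA in 1 of them is argued against (median marker ratio 0.24, within the bound of 0.3). The rest of the variance stays open, and no biological explanation was tested, since the labels give none.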
